A study of Mus musculus with 18 samples. Its data were reported in "Extracellular Vesicle Secretion by Leukemia Cells In Vivo Promotes CLL Progression by Hampering Antitumor T-cell Responses" (2022).

How the data were processed

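CD4+ Tconv, CD8+ T cells and Treg were sorted from mouse spleens and kept for 24 h with IL2 and sEVs, and their RNA was measured on 18 Clariom S mouse arrays, 3 for each subset and treatment. The values used were the log2 probe set signals deposited by the authors, who processed the raw scans in the Transcriptome Analysis Console. The method of normalization is not given in the sources used here. The upper decile of signal ran from 10.05 to 10.51 on the CD4+ Tconv arrays, from 11.66 to 11.84 on those of CD8+ T cells and from 10.61 to 11.02 on those of Treg, and whether the subsets were normalized together or each by itself is not settled by this. Normalization of a subset by itself would remove any change shared by most of its transcripts and make levels in different subsets hard to set side by side. For this reason treatment effects were tested within a subset, and across subsets the effects were compared. Levels were set across subsets only for the sorting markers, in the figure of genes named by the study and for checks of other T cells among the Treg, with this limit stated beside them. The labels and the methods name different RNA labelling kits, so the kit is left open here. The labels give one sEV concentration for all samples, whereas the methods set amounts by the content of each kind of spleen, so equal dosing is not settled, and a difference in dose would move with the comparison of LME with HCME. The genome build was not stated, and no coordinates are given.

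Values ran from 2.79 to 19.93 over 22206 probe sets. The platform annotation gave 1 gene symbol for 19572 probe sets, several symbols for 0 and none for 2634, which are unnamed here. All 19572 symbols matched the gene table used (assembly GRCm38.p6) and 0 were changed by it. Where a gene had more than 1 probe set (67 extra probe sets), the one with the highest mean over all arrays stood for it. No 2 arrays held identical values. The number of arrays limits the precision. Groups and replicate numbers were taken from the sample titles. Of the 35 genes taken from the study's text 32 were measured, and the others are not reported here.

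Each subset was fitted by itself with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, LME minus HCME, 6 arrays), with Benjamini-Hochberg adjustment over all 22206 probe sets. A probe set was called at an adjusted p below 0.05 and an absolute log2 fold change above 1, the study's thresholds. Differences between the effects in a pair of subsets were tested as contrasts over all 18 arrays at an adjusted p below 0.05. Gene lists were tested with camera at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over 99 tests, which are 33 lists in 3 subsets. The lists were 20 pathways, 12 cell types and the olfactory, vomeronasal and trace amine receptors (1429 probe sets), and 87.7% of the genes in the hand-written lists were measured. The members called when adjusted over the list alone were counted by limma without a fold threshold, as were members that rose or fell over all probe sets. Background was the 95th percentile of the receptor probe set means of a subset, which was 8.80 for CD4+ Tconv, 8.08 for CD8+ T cells and 7.62 for Treg, and 4843, 7940 and 7269 probe sets had a mean above it. The groups, tests, thresholds, lists and the rule for named genes were fixed before the data were examined.

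Genes were named in each subset by this rule. The 10 largest rises and 10 largest falls were taken among called probe sets with 1 symbol, non-overlapping groups and a higher group mean above background, leaving out predicted genes. If none passed in a direction, the 5 with the lowest p were given as values. Also named were the genes taken from the study's text, up to 4 members of each list (called ones first, then those with the largest absolute difference), and Cd4, Cd8a, Cd8b1, Foxp3 and Ptprc.

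The tests within a subset were tried on simulated data over 22206 probe sets with 50 changed for each log2 size. At sizes of 1.5, 2, 3 and 4 the share recovered was 56%, 84%, 98% and 100% for CD4+ Tconv, 40%, 56%, 56% and 82% for CD8+ T cells and 22%, 42%, 66% and 62% for Treg, with 2, 6 and 9 false calls. The contrasts between subsets, with 391 to 397 probe sets changed over all sizes, gave too many false calls on simulated data. These were 22.6% of calls for Treg minus CD8, 7.72% for CD4 minus CD8 and 16.7% for Treg minus CD4. With the spread estimated in each subset alone these shares were 12.2%, 12.4% and 14.5%. The simulation took the SD of each probe set on the arrays of a subset as its true spread. True spreads may be less scattered and less unequal between subsets, so the shares on real data may differ. They also depend on how many probe sets were changed.

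Alternatives fixed before the data were examined were quantile normalization, arrays centred on their median above background, filters on dim probe sets, limma's trend and robust options and its array weights, all arrays in one fit, the replicate number as a block, leaving out each array in turn, the methods' t-test, other thresholds, an estimated correlation for the lists and list medians set against probe sets of similar level. With an estimated correlation the p of camera rose also where the estimate lay below the preset 0.01. For the miRNA targets in CD4+ Tconv the estimate was -0.0191 and the unadjusted p of camera went from 0.00110 to 0.0226. A call lost in that setting is therefore not by itself a sign of correlated members. The methods' t-test is the unpaired t-test that the paper gives for its remaining figures. The arrays were analysed in the Transcriptome Analysis Console, whose test the paper does not name, so a count by this t-test is not the study's own result. Cyclic loess, the median of the receptors on each array as a covariate and the spread of each subset alone were added after seeing the data. In CD4+ Tconv that receptor median was 6.65 to 6.83 on the HCME arrays and 6.98 to 7.13 on the LME arrays. There the covariate moved with the treatment, so a call lost or turned with it decides nothing. Plots were drawn with matplotlib 3.10.9 and pandas 2.3.3 in python 3.11.15. B-cell arrays of the study were not analysed here.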

Results

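Gene expression was measured on Clariom S mouse arrays in 3 T-cell subsets sorted from spleens of Foxp3-YFP/Cre mice, in which a fluorescent reporter marks Foxp3-expressing cells. The subsets were CD4+ conventional T cells (CD4+ Tconv), CD8+ T cells and regulatory T cells (Treg). Each was cultured for 24 h with 10 ng/ml IL2 and, per the labels, 50 ug/ml of small extracellular vesicles (sEVs), which were purified from spleens of TCL1 mice, a model of chronic lymphocytic leukemia (LME-sEVs), or from healthy control spleens (HCME-sEVs). The methods instead set sEV amounts by the content of each kind of spleen, so equal dosing is not settled. Every subset and treatment had 3 arrays, which gave 6 groups and 18 arrays. The comparison in each subset asks which transcripts leukemic sEVs alter relative to control sEVs. The number of arrays limits the precision, and since the labels do not say that replicates came from separate animals or cultures, the p-values measure only the spread between these samples, which may be technical.

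The markers used for sorting followed the labels. Cd8b1, a chain of the CD8 coreceptor, had a mean log2 signal of 17.18 ± 0.12 (SD, n = 3) on the HCME arrays and 17.08 ± 0.05 (n = 3) on the LME arrays of CD8+ T cells. It was at 9.54 ± 0.24 and 9.01 ± 0.18 in CD4+ Tconv and 9.70 ± 0.50 and 10.25 ± 0.75 in Treg. Cd8a stood at 13.52 ± 0.17 and 13.68 ± 0.44 in CD8+ T cells and at 7.73 ± 0.06 and 7.76 ± 0.11 in CD4+ Tconv, with 7.28 ± 0.24 and 7.32 ± 0.60 in Treg. Cd4 was at 10.15 ± 0.27 and 10.21 ± 0.23 in CD4+ Tconv, 9.76 ± 0.34 and 10.32 ± 0.64 in Treg, and 8.56 ± 0.17 and 8.66 ± 0.32 in CD8+ T cells. The pan-leukocyte phosphatase Ptprc lay between 15.49 and 17.71 in all 6 group means. These levels are set side by side across subsets that may not have been normalized together, and 0 probe sets were named Foxp3, so that gene is not analysed here. Array medians ran from 6.64 to 7.48. Correlations within a group were 0.958 to 0.985 for CD4+ Tconv, 0.962 to 0.973 for CD8+ T cells and 0.929 to 0.965 for Treg. Treg HCME array 3 stood apart, with a mean correlation of 0.926 with the other Treg arrays and the narrowest Treg signal range, 4.32 log2 units between the receptor background and the upper decile, against 4.75 to 5.12 on the other Treg arrays.

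In CD4+ Tconv, 225 of 22206 probe sets passed the study's thresholds after LME-sEVs, 209 of them (92.9%) lower and 16 higher. Il7r, a receptor chain for a survival cytokine of naive T cells, fell from 16.71 ± 0.08 to 15.70 ± 0.05 (n = 3 each), a log2 fold change of -1.01 (SE 0.18, limma, adjusted p = 0.0389). Tox, a transcription factor of T-cell development and exhaustion, fell from 11.79 ± 0.15 to 10.16 ± 0.33, by -1.63 (SE 0.22, adjusted p = 0.0330). Il17ra, a cytokine receptor chain, fell from 9.54 ± 0.08 to 8.43 ± 0.10, by -1.11 (SE 0.19, adjusted p = 0.0358). Tgtp2, an interferon-inducible GTPase, rose from 14.30 ± 0.04 to 15.81 ± 0.33, a log2 fold change of 1.5 (SE 0.21, adjusted p = 0.0330). The study named Il7r, Tox and Il17ra on these samples. After quantile normalization, with arrays centred above background and after cyclic loess the calls of Il7r (-0.76, -0.72 and -0.68, adjusted p from 0.0636 to 0.122) and Il17ra (-1.01, -0.82 and -0.99, from 0.0578 to 0.0704) were lost. That of Tox was lost after quantile normalization (-1.25, 0.0521) and cyclic loess (-1.20, 0.0543), and that of Tgtp2 was kept in these 3 settings. Over 16 other settings, leaving out single arrays included, adjusted p was below 0.05 in 4 for Il7r, 5 for Il17ra, 8 for Tox and 9 for Tgtp2.

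Among named genes above background, the largest falls ran from the histone gene H4c14, with a log2 fold change of -1.95 (SE 0.33), to Cd7, a surface glycoprotein of T cells, with -1.73 (SE 0.33). Between them lay Actn1, an actin crosslinker, at -1.91 (SE 0.27), the transcription elongation factor Rtf1 at -1.89 (SE 0.30), Shisa5 at -1.85 (SE 0.29) and Ndufv3, a respiratory chain subunit, at -1.74 (SE 0.29). The nuclear receptor corepressor Nrip1 (SE 0.34) and Cflar, an inhibitor of death receptor signalling (SE 0.32), each stood at -1.74, and the shared cytokine receptor chain Il6st and the GTPase Rac2 each at -1.73 (SE 0.24). Beside Tgtp2, the called rises among them were Lmo7, a protein of cell junctions, at 1.20 (SE 0.20), and the olfactory receptor Olfr679 at 1.13 (SE 0.19), a gene not known to act in lymphocytes. Below background, the called receptors Olfr970 (1.35, SE 0.22) and Olfr1167 (1.25, SE 0.24) stood higher than these. Adjusted p for these genes lay between 0.0330 and 0.0444 (limma). Of the called probe sets 190 were above background (11 higher and 179 lower), 31 had no symbol in the table used here and 5 were olfactory or related receptors. In each of the 225 the 3 LME arrays lay on one side of the 3 HCME arrays, and 23.4% of all probe sets separated in this way, against 10% by chance. The count was 0 without HCME array 1, 0 without HCME array 2, 0 without LME array 1, 70 without LME array 3 and 442 without LME array 2. It was 0 by the methods' t-test after Benjamini-Hochberg adjustment, while 4170 probe sets had an unadjusted p below 0.05 in limma (1110.3 by chance). It was 30 (73.3% lower) after quantile normalization, 36 (77.8% lower) after cyclic loess and 0 with the receptor background as covariate, which here moved with the treatment. The 209 lower probe sets had a median of -1.26, which was -1.11 after quantile normalization and -1.09 after cyclic loess, where 209 of them stayed below 0. They were chosen for their fall on these same arrays, so their staying below 0 is not independent evidence of a fall. Of the 33 called genes that the rule names, 7 were called after quantile normalization, 7 after cyclic loess and 12 with arrays centred above background. The count was 31 (41.9% lower) with arrays centred on the median above background, which moved the median of all probe sets to 0.36 and that of the 209 lower probe sets to -0.97.

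**Figure D1:**
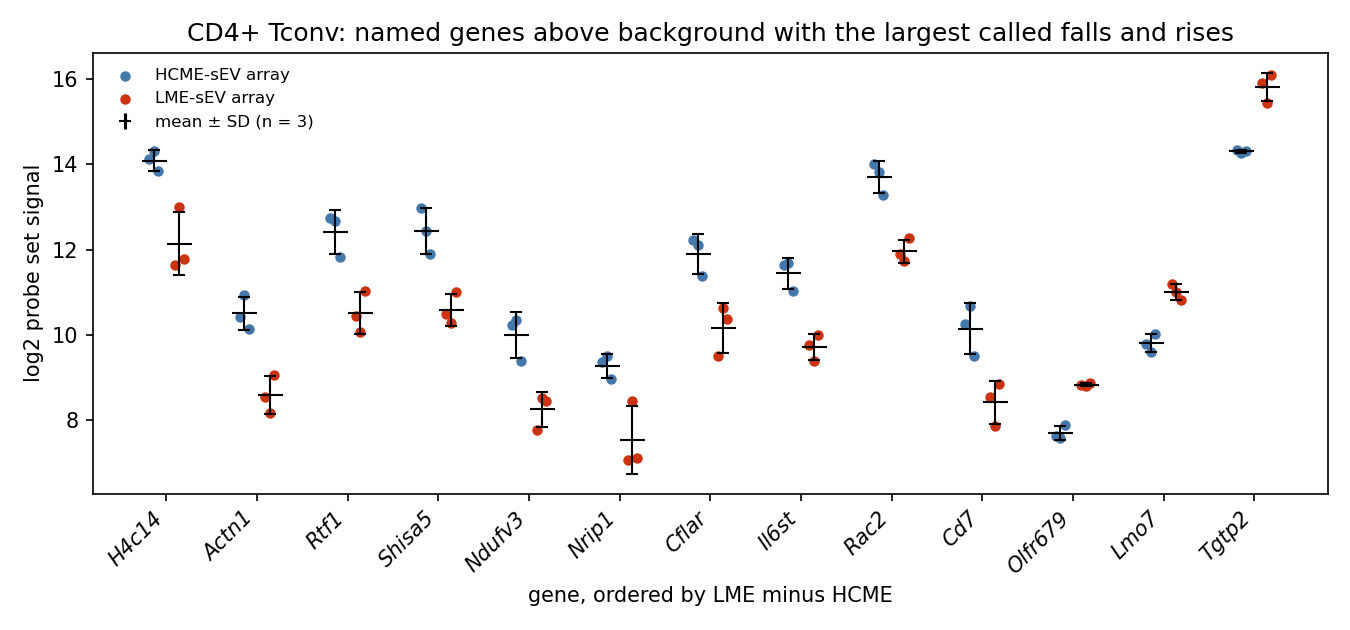
Log2 probe set signal (vertical axis) of the named CD4+ Tconv genes above background with the largest called falls and rises, ordered along the horizontal axis by the LME minus HCME difference. Points are single arrays (blue HCME-sEV, red LME-sEV), black marks are means with SD (n = 3), and in each gene the red and blue points do not overlap, from H4c14 (-1.95) on the left to Tgtp2 (1.5) on the right.

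Gene lists fixed before the data were examined fell in CD4+ Tconv across resting-state, adhesion and respiratory genes. Of 22 naive and quiescence genes 4 fell and 0 rose, and 15 fell when adjusted over the list alone, among them Actn1, Txnip, a brake on glucose uptake (-1.39, SE 0.21), Il17ra and Il7r. The list had a median log2 fold change of -0.78 (camera, adjusted p = 1.76e-10; adjusted p = 0.555 with an estimated correlation), and it holds genes the study named for these arrays. Of 35 genes of the actin cytoskeleton and adhesion 4 fell (Rac2, Wasf2 at -1.37, Dock2 at -1.24 and the integrin chain Itga4 at -1.09). Adjusted over the list alone 22 fell, with a median of -0.70 (adjusted p = 1.42e-12; adjusted p = 0.555 with an estimated correlation). Among 20 costimulatory and coreceptor molecules 3 fell, Thy1 (-1.66, SE 0.23), Slamf6 (-1.24, SE 0.22) and Cd96 (-1.17, SE 0.22). Adjusted over the list alone 8 fell, with a median of -0.67 (adjusted p = 1.89e-07; adjusted p = 0.555 with an estimated correlation). Of 59 oxidative phosphorylation genes 2 fell, the respiratory chain subunits Ndufb7 (-1.45, SE 0.24) and Ndufb10 (-1.20, SE 0.24), and 11 fell adjusted over the list alone. That list had a median of -0.41 (adjusted p = 1.29e-09; adjusted p = 0.596 with an estimated correlation), which turned to 0.24 with the receptor background as covariate, where it passed as higher (adjusted p = 0.0375). The tenth of all probe sets with the highest signal also had a median of -0.41, so a fall particular to respiratory genes is not shown. No member of the 23 targets of miRNAs carried by LME-sEVs passed over all probe sets, and 3 fell adjusted over the list alone, with a median of -0.31 (adjusted p = 0.00904; adjusted p = 0.555 with an estimated correlation). Its largest differences were -1.01 (SE 0.29) for Bach1, a transcriptional repressor, and -0.90 (SE 0.22) for Numb, a Notch regulator. With that covariate the calls of the naive (-0.41, adjusted p = 0.0950), actin (-0.38, 0.0741), costimulatory (-0.12, 0.957) and miRNA target lists (-0.08, 0.704) were lost. The covariate separated the LME from the HCME arrays of CD4+ Tconv, so these losses and the turned sign cannot tell background from treatment. Over probe sets above background those of costimulatory molecules (0.114), oxidative phosphorylation (0.234) and miRNA targets (0.0976) were lost, and after cyclic loess those of oxidative phosphorylation (0.122) and miRNA targets (0.0906).

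The olfactory, vomeronasal and trace amine receptors, which mark background signal, moved the other way in CD4+ Tconv, beside every group that fell. Of 1429 receptor probe sets 5 rose and 0 fell over all probe sets, and 0 passed adjusted over the list alone, with a median log2 fold change of 0.32 (camera, adjusted p = 1.44e-13; adjusted p = 0.555 with an estimated correlation). The median of the tenth of probe sets with the highest signal was -0.41, and the signal range from the receptor background to the upper decile was 3.0 to 3.20 log2 units on the LME arrays and 3.49 to 3.86 on the HCME arrays. The other called lists had no member past the threshold over all probe sets. Cytotoxic effector genes (25 measured, 4 lower adjusted over the list alone, some of them chosen by the study) had a median of -0.16 (adjusted p = 0.0458; adjusted p = 0.555 with an estimated correlation). Cytosolic ribosomal proteins (53 measured, 0 adjusted over the list alone) had a median of -0.13 (adjusted p = 4.66e-04; adjusted p = 0.596 with an estimated correlation). Ribosome biogenesis genes (33 measured, 1 lower adjusted over the list alone) had a median of -0.19 and an adjusted p of 0.0458, and the unfolded protein response (20 measured, 0 adjusted over the list alone) of -0.32 and 0.0167. With an estimated correlation the adjusted p of both was 0.596. With arrays centred above background the medians of the first 3 of these 4 lists turned to 0.13, 0.16 and 0.10, still under the 0.36 of all probe sets, while that of the ribosomal proteins also turned to 0.10 after cyclic loess. The calls of these 4 lists were lost after quantile normalization (adjusted p from 0.0837 to 0.526). With the receptor covariate, which moved with the treatment, they were lost too (0.704 to 0.972), as was that of the receptors (-0.03, 0.970). The cytotoxic call was lost without HCME array 2 (adjusted p = 0.0867) and without LME array 1 (0.130). That of ribosome biogenesis was lost without HCME array 1 (0.171), HCME array 2 (0.0535), LME array 1 (0.127) and LME array 2 (0.0571). That of the unfolded protein response was lost without HCME array 2 (0.0565) and LME array 2 (0.0571).

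Other pathway lists of CD4+ Tconv did not pass as lists (adjusted p from 0.241 to 0.991), though single members did. The interferon response (50 measured, 1 rose, 2 adjusted over the list alone) had a median of 0.02, with Tgtp2 called and Iigp1, another inducible GTPase, at 1.31 (SE 0.32, adjusted p = 0.0744). Inhibitory checkpoints (20 measured) had a median of 0.14 with 1 member lower, Tox, which was also the 1 member past the threshold adjusted over the list alone. The study itself had named measured genes of the checkpoint, cytotoxic, cytokine, activation, Treg signature, costimulatory, naive, actin and amino acid transport lists and of the plasma, NK and Treg cell markers, so the counts of these lists are not independent evidence of direction. Its own tables also name some members of the interferon and erythroid lists on these samples, so the same limit holds for them. Amino acid transport and ATF4 response genes had a median of -0.08 with 1 lower, the glutamine transporter Slc1a5 (-1.64, SE 0.26), and 3 adjusted over the list alone. Glycolysis (0.02, with Pdk1, a kinase that limits pyruvate oxidation, lower at -1.35), NF-kB response (0.07, with Cflar lower) and cholesterol and fatty acid synthesis (-0.03, with the sterol enzyme Sc5d lower at -1.28) each had 1 called member and 2 lower adjusted over the list alone. T-cell activation markers (-0.08, 1 lower adjusted over the list alone), Treg signature genes (0.10), cytokines (0.07), cell cycle genes (-0.08) and p53 and apoptosis genes (-0.03, 1 higher and 3 lower adjusted over the list alone) had no called member.

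Markers of other cell types did not pass as lists in CD4+ Tconv (adjusted p from 0.156 to 0.941). Median log2 fold changes were 0.09 for B cells, 0.03 for plasma cells, 0.21 for erythroid cells, 0.14 for monocytes and macrophages, 0.06 for neutrophils and 0.21 for dendritic cells. They were -0.04 for NK cells, 0.29 for platelets and megakaryocytes, 0.26 for stromal and endothelial cells, -0.31 for CD8 T cells, 0.06 for CD4 T cells and 0.10 for Treg cells. Of all these markers 1 changed, the adhesion molecule Pecam1 of the endothelial list, which is also made by T cells and fell by 1.47 (SE 0.20, adjusted p = 0.0330). Adjusted over the list alone, 2 fell among the CD4 T cell markers and 1 each among those of CD8 T cells, erythroid cells and stromal cells. Median, mean and test differed in sign for B cells, CD4 T cells, NF-kB response, glycolysis and inhibitory checkpoints. Among the 32 measured genes that the study named, 5 fell (Cd96, Irak3, Il7r, Il17ra and Tox) and 0 rose. Adjusted over the list alone 7 fell, with Itgb1 (-0.93, adjusted p = 0.0800 over all probe sets) and Cd226 (-1.14, adjusted p = 0.0846) in addition. The study chose some of these genes on these arrays, Il7r, Il17ra and Tox as lower, so neither count is independent evidence. Irak3, an inhibitor of Toll-like receptor signalling, fell from 9.40 ± 0.16 to 8.38 ± 0.08 (n = 3 each, limma, adjusted p = 0.0431).

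In CD8+ T cells no single gene passed the thresholds, and the interferon response list rose. Of its 50 measured members 36 had a higher mean after LME-sEVs, with a median log2 fold change of 0.19 (camera, adjusted p = 0.00348; adjusted p = 0.596 with an estimated correlation), though 0 passed over all probe sets or adjusted over the list alone. The largest differences were 1.59 (SE 0.30) for Zbp1, a sensor of nucleic acids, 1.52 (SE 0.65) for Iigp1 and 1.44 (SE 0.46) for Irf9, a transcription factor of interferon signalling. The study's tables name some members of this list on these samples, so it is not independent evidence of direction. Oxidative phosphorylation fell slightly as a list, with a median of -0.08 over 59 genes (adjusted p = 0.0292; adjusted p = 0.596 with an estimated correlation) and 0 called members by either adjustment. Leaving out single arrays changed both calls. The interferon call was lost without HCME array 1 (adjusted p = 0.0690) and without LME array 2 (0.405), and that of oxidative phosphorylation without HCME array 1 (0.0657), HCME array 2 (0.0763), HCME array 3 (0.0769), LME array 1 (0.0691) or LME array 2 (0.0551). The latter was also lost after quantile normalization (0.0830), over probe sets above background (0.137) or above the median of all (0.0797), after cyclic loess (0.136) and with the receptor covariate (0.0534).

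The count of CD8+ T-cell probe sets past the thresholds was 0 by limma (smallest adjusted p = 0.0922) and 0 by the methods' t-test after Benjamini-Hochberg adjustment. At an unadjusted p below 0.05 limma gave 936 probe sets, against 1110.3 by chance, and 295 of them also passed the fold threshold (150 higher and 145 lower). The 5 genes with the lowest p in each direction are given as values. The higher ones were Ncoa6, a nuclear receptor coactivator, at 10.51 ± 1.01 against 6.05 ± 0.90 (log2 fold change 4.46, SE 0.62), Cdk5rap1 at 1.68 (SE 0.17) and the membrane protein Plp2 at 1.65 (SE 0.23). They also held Znrf3, a ubiquitin ligase that dampens Wnt signalling, at 1.27 (SE 0.18), and the sterol carrier Stard4 at 1.23 (SE 0.17). The lower ones were Tceanc at 7.07 ± 0.04 against 10.35 ± 0.44 (-3.27, SE 0.24), Ttc33 at -2.16 (SE 0.25), the efflux pump Abcg2 at -1.66 (SE 0.24), the mitochondrial ribosomal protein Mrpl27 at -1.32 (SE 0.21) and Atp6v0a2, a proton pump subunit, at -1.16 (SE 0.16). Of the genes the study named, Itgb1, an integrin chain for binding to matrix, was at 12.04 ± 0.07 on HCME and 9.57 ± 1.0 on LME arrays (-2.47, SE 0.47, adjusted p = 0.778). It was the 1 gene lower adjusted over the list alone, and since the study named it on these arrays, that is not independent evidence. Card6 differed by -1.07 (SE 0.38), the costimulatory receptor Tnfrsf4 by -0.74 (SE 0.30), and the granzymes Gzmk by 0.96 (SE 0.35) and Gzmb by -0.70 (SE 0.67), none past the threshold.

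The remaining pathway lists did not pass in CD8+ T cells (adjusted p from 0.0571 to 0.997). Medians were -0.10 for T-cell activation markers, -0.04 for costimulatory molecules, -0.15 for inhibitory checkpoints, -0.15 for cytotoxic effector genes, -0.10 for the Treg signature, -0.09 for naive and quiescence genes, -0.03 for cytokines, -0.08 for cell cycle and -0.14 for glycolysis. They were -0.06 for cytosolic ribosomal proteins, -0.05 for ribosome biogenesis, -0.04 for amino acid transport and 0.06 for the unfolded protein response. They were -0.09 for NF-kB response, -0.01 for p53 and apoptosis genes, -0.04 for actin and adhesion, -0.03 for miRNA targets and -0.04 for cholesterol and fatty acid synthesis. Adjusted over the list alone, single members passed in the lists of actin and adhesion (Coro1a higher at 1.75, SE 0.28, and Itgb1 lower) and naive and quiescence genes (S1pr1, the receptor for lymphocyte egress, higher at 1.0, SE 0.20). So did members of the lists of cholesterol synthesis (Stard4) and the unfolded protein response (1 higher and 2 lower). The receptor background had a median of 0.00 (adjusted p = 0.997). Cell type markers had medians of 0.03 for B cells, 0.04 for plasma cells, -0.04 for erythroid cells, -0.03 for monocytes and macrophages and 0.08 for neutrophils. They were -0.04 for dendritic cells, -0.17 for NK cells, 0.00 for platelets, -0.05 for stromal cells, -0.09 for CD8 T cells, 0.10 for CD4 T cells and -0.25 for Treg cells (adjusted p from 0.245 to 0.991), with 0 members past either adjustment. Mean and median differed in sign for costimulatory molecules, miRNA targets and stromal cells. Some lists passed as lower in other settings. Cytosolic ribosomal proteins did so without HCME array 2 (camera, adjusted p = 0.0166) and with trend and robust (0.00570). Actin and adhesion genes did so without LME array 2 (median -0.11, 0.00810), and cytotoxic effector genes without LME array 3 (-0.31, 0.0116).

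In Treg, interferon response genes rose as a list after LME-sEVs. Of 50 measured members 39 had a higher mean, with a median log2 fold change of 0.42 (camera, adjusted p = 3.57e-09; adjusted p = 0.555 with an estimated correlation). The largest values were 2.54 (SE 0.65) for Tgtp2, 2.5 (SE 0.74) for the guanylate-binding protein Gbp2, 2.05 (SE 0.56) for Bst2, which tethers budding virus, and 1.81 (SE 0.73) for Iigp1. No member passed by itself, over all probe sets or adjusted over the list alone. As in CD8+ T cells, the list holds genes named in the study's tables on these samples and is not independent evidence of direction. Tnfrsf9, a costimulatory receptor of activated Treg, stood at 8.82 ± 0.93 on HCME and 13.34 ± 0.68 on LME arrays (n = 3 each), a log2 fold change of 4.52 (SE 0.54, limma, adjusted p = 0.498). The cytotoxic protease Gzmb stood at 8.48 ± 0.40 and 10.84 ± 0.09 (2.35, SE 0.26, adjusted p = 0.431). The checkpoint receptor Pdcd1 stood at 7.94 ± 0.45 and 10.64 ± 0.83 (2.70, SE 0.45, adjusted p = 0.756).

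No Treg probe set passed the thresholds by limma (0, smallest adjusted p = 0.431) or by the methods' t-test after Benjamini-Hochberg adjustment (0). At an unadjusted p below 0.05 limma gave 1359 probe sets, against 1110.3 by chance, of which 572 also passed the fold threshold (366 higher and 206 lower). Groups did not overlap in 12.2% of probe sets, against 10% by chance, and in 8.59% in CD8+ T cells. Of the 32 measured genes the study named, 6 were higher when adjusted over the list alone (Gzmb, Gzmk, Tnfrsf9, Irak3, Pdcd1 and Tigit) and 0 over all probe sets. The study chose these genes on these samples, so that count is not independent evidence. Gzmk differed by 1.71 (SE 0.35), Irak3 by 2.44 (SE 0.60), the checkpoint receptor Tigit by 1.29 (SE 0.32), and Irf4, a transcription factor of effector Treg, by 0.96 (SE 0.29). The lowest p among the higher genes also belonged to Zscan2 (3.06, SE 0.31), Pdik1l (1.68, SE 0.22) and the adaptor Sla (1.33, SE 0.19). Among the lower ones it belonged to Phf11c (-1.67, SE 0.23), Amy2a5 (-1.86, SE 0.36), Gmppa (-1.80, SE 0.35), the formin Inf2 (-1.13, SE 0.22) and Cenpj (-1.41, SE 0.28). When all 18 arrays shared a spread estimate, 26 Treg probe sets passed (18 higher and 8 lower), with Tnfrsf9 at an adjusted p of 2.88e-04 and Pdcd1 at 0.0104. That estimate takes in less variable arrays. The median SD above background was 0.48 (HCME) and 0.40 (LME) in Treg, 0.23 and 0.31 in CD4+ Tconv and 0.35 and 0.38 in CD8+ T cells. Tnfrsf9 and Pdcd1 lay below background on every CD4 and CD8 array, so those arrays do not show the spread of an expressed gene.

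**Figure D2:**
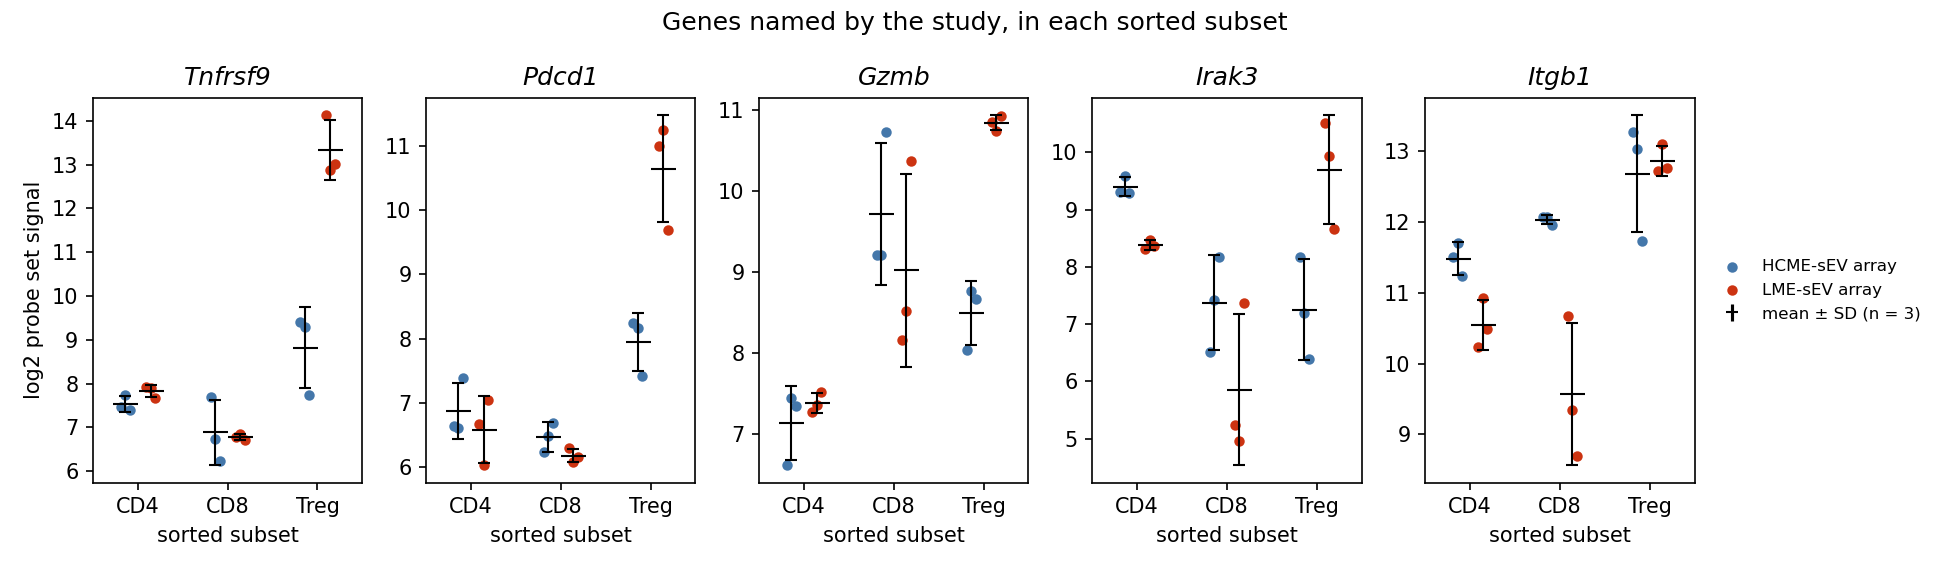
Log2 probe set signal (vertical axis) of 5 genes named by the study in CD4+ Tconv, CD8+ T cells and Treg (horizontal axis), with points for single arrays (blue HCME-sEV, red LME-sEV) and black marks for means with SD (n = 3). Tnfrsf9 stood at 13.34 on the Treg LME arrays and 8.82 on the Treg HCME arrays, while Itgb1 was at 9.57 on the CD8 LME arrays and 12.04 on the CD8 HCME arrays. The subsets may not have been normalized together, so levels are to be compared within a subset.

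Beside the interferon response, 6 Treg lists rose by the preset test, and each of these calls was lost without Treg HCME array 3. Costimulatory and coreceptor molecules (20 measured, 16 higher) had a median of 0.52 (adjusted p = 0.00206; adjusted p = 0.596 with an estimated correlation), with Cd247, the signalling chain of the T-cell receptor, at 0.98 (SE 0.55). Oxidative phosphorylation (59 measured, 46 higher) had a median of 0.16 (adjusted p = 1.61e-04; adjusted p = 0.596 with an estimated correlation), with the respiratory chain subunits Cyc1 at 1.41 (SE 0.94) and Ndufs8 at 1.35 (SE 0.39). Cytosolic ribosomal proteins (53 measured, 36 higher) had one of 0.16 (adjusted p = 4.66e-04; adjusted p = 0.596 with an estimated correlation), with Rps19 at 1.55 (SE 0.62). Actin and adhesion genes (35 measured, 31 higher, 0.18, adjusted p = 0.0134), the Treg signature (21 measured, 12 higher, 0.15, adjusted p = 0.0292) and T-cell activation markers (24 measured, 16 higher, 0.20, adjusted p = 0.0382) also passed. With an estimated correlation the adjusted p was 0.555 for activation markers and 0.596 for actin and adhesion and for the signature. In the Treg signature the inhibitory receptor Ctla4 differed by 2.44 (SE 0.77) and the costimulatory receptor Tnfrsf18 by 1.84 (SE 0.53). No member of these lists passed over all probe sets, and adjusted over the list alone 1 did, Tnfrsf9, which is in both the activation and the signature lists. Without HCME array 3 the adjusted p was 0.368 for costimulatory molecules, 0.238 for oxidative phosphorylation and 0.231 for ribosomal proteins. It was 0.808 for actin and adhesion, 0.457 for the Treg signature and 0.0704 for activation markers, while the interferon list stayed at 8.27e-06. The medians without it were 0.15 for costimulatory molecules, 0.10 for oxidative phosphorylation, 0.06 for ribosomal proteins and 0.085 for actin and adhesion. That of the Treg signature turned to -0.15 and that of activation markers was higher, at 0.34. All 6 calls were also lost after quantile normalization (adjusted p from 0.0570 to 0.373), over probe sets above background (0.0976 to 0.353) and after cyclic loess (0.0958 to 0.352). Activation markers also missed the threshold without HCME array 2 (0.0538), LME array 2 (0.171) or LME array 3 (0.14), the signature without LME array 2 (0.171), and actin and adhesion without LME array 3 (0.0787).

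The remaining Treg lists did not pass (adjusted p from 0.112 to 0.974). Inhibitory checkpoints had a median of 0.12, with Cd274, the ligand of the receptor encoded by Pdcd1, at 1.43 (SE 0.52) and 1 member, Pdcd1, higher adjusted over the list alone. Cytotoxic effector genes had one of 0.15, with Runx3, a transcription factor of cytotoxic T cells, at 2.58 (SE 1.08) and 2 members, Gzmb and Gzmk, higher adjusted over the list alone. Medians were 0.18 for naive and quiescence genes, -0.01 for cytokines, -0.01 for cell cycle, 0.11 for glycolysis, -0.12 for ribosome biogenesis, 0.00 for amino acid transport and -0.17 for the unfolded protein response. They were 0.14 for NF-kB response, 0.26 for p53 and apoptosis genes, 0.08 for miRNA targets and -0.01 for cholesterol and fatty acid synthesis. The receptor background had a median of -0.07 (adjusted p = 0.796). Markers of other cells had medians of 0.04 for B cells, 0.40 for plasma cells, 0.07 for erythroid cells, -0.04 for monocytes and macrophages, -0.29 for neutrophils, 0.01 for dendritic cells and -0.29 for NK cells. They were 0.03 for platelets, -0.10 for stromal cells, 0.38 for CD8 T cells, 0.53 for CD4 T cells and 0.23 for Treg cells, and 1 CD4 T cell marker, Cd40lg, was lower adjusted over the list alone. Median, mean and test differed in sign for cytokines, cell cycle, ribosome biogenesis, the unfolded protein response, cholesterol synthesis, monocytes, platelets and stromal cells. Other settings added calls. CD8 T cell markers passed as higher without LME array 3 (median 0.69, camera, adjusted p = 0.0369), and Treg cell markers without HCME array 2 (0.0312). NK cell markers passed as lower without HCME array 2 (0.0206) or LME array 2 (-0.42, 0.0381). Checkpoints (0.00899) and p53 genes (0.0239) passed as higher without HCME array 1, and checkpoints also with arrays centred above background (0.0415).

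**Figure D3:**
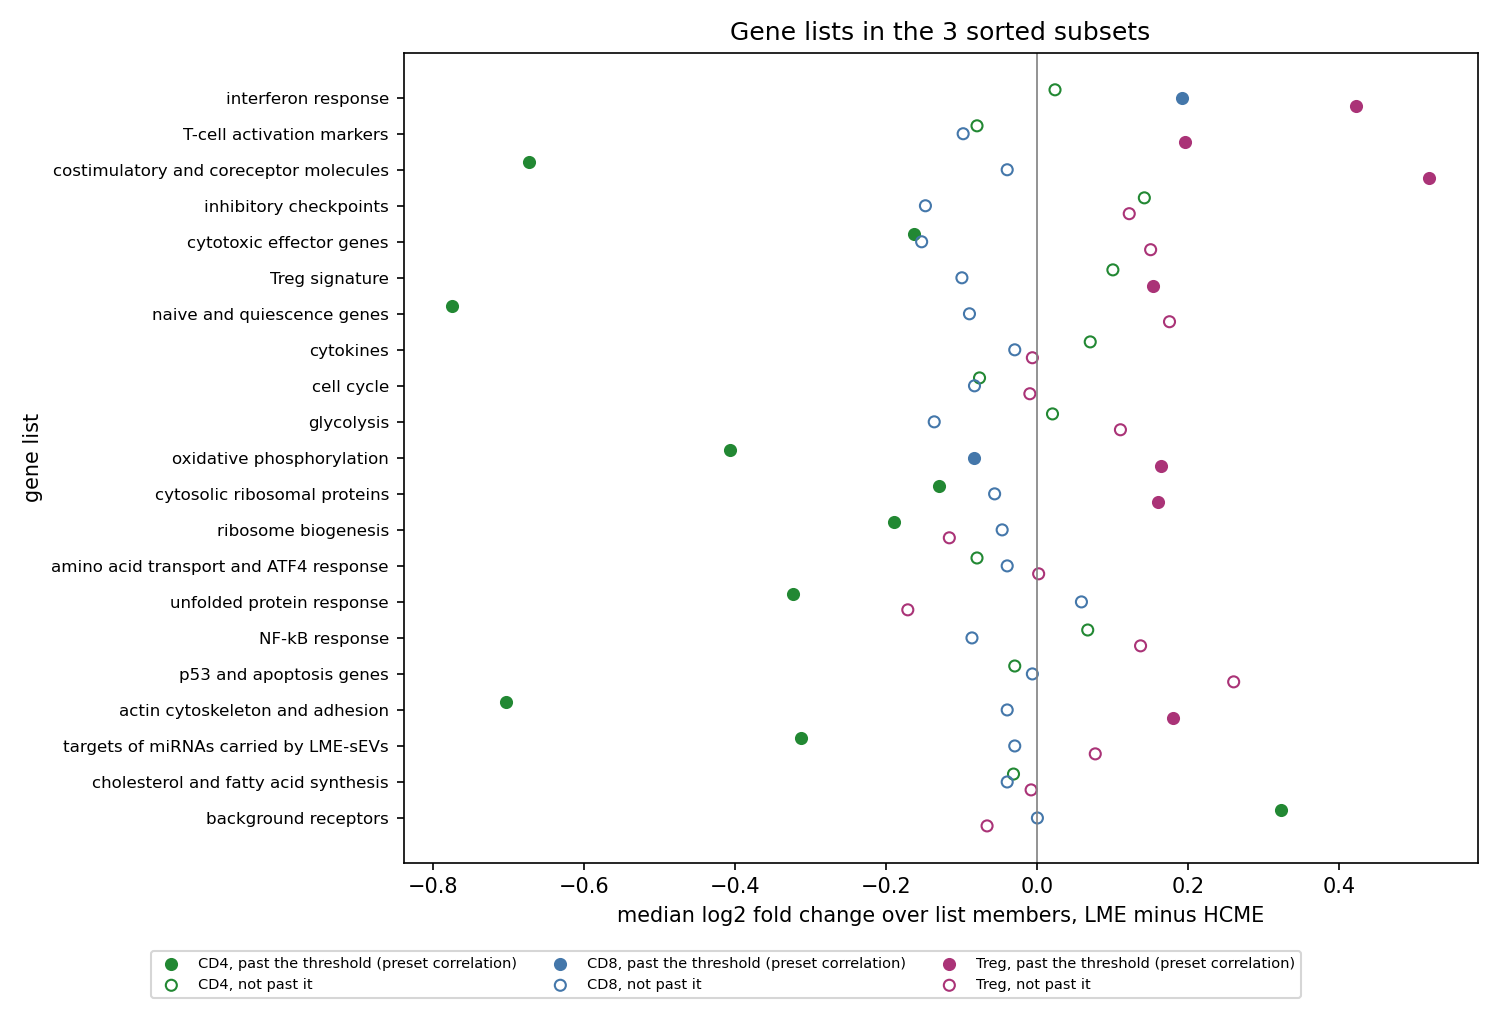
Median log2 fold change (LME minus HCME, horizontal axis) over the measured members of each pathway list and of the receptor background (vertical axis) in CD4+ Tconv (green), CD8+ T cells (blue) and Treg (purple). Filled points passed camera at a preset correlation and open points did not: in CD4+ Tconv the naive list (-0.78) and the actin list (-0.70) lie farthest to the left and the receptors at 0.32, and in Treg the interferon list lies at 0.42.

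Whether the subsets responded differently was tested on the differences between their LME effects over all 18 arrays. The estimated effect on Tnfrsf9 was larger in Treg than in either other subset, by 4.62 (SE 0.60, limma, adjusted p = 0.0128) against CD8+ T cells and by 4.23 (SE 0.60, adjusted p = 0.0221) against CD4+ Tconv. On every CD4 and CD8 array Tnfrsf9 lay below background, so an effect there cannot be read. The histone gene H3f3b, lower in CD4+ Tconv (-1.25) and at 0.79 in Treg, differed by 2.04 (SE 0.26, adjusted p = 0.00801). The unnamed probe set TC0600003140.mm.2 differed by 2.97 (SE 0.39, adjusted p = 0.0128) between Treg and CD8+ T cells and by 3.42 (SE 0.39, adjusted p = 0.00423) between Treg and CD4+ Tconv. H3f3b and this probe set were chosen after their values were seen. These were all the calls: 2 for Treg minus CD8 (unadjusted p below 0.05 in 1675), 3 for Treg minus CD4 (3389) and 0 by limma for CD4 minus CD8 (1540, smallest adjusted p = 0.108). The effect on Pdcd1 differed by 2.99 (SE 0.52) from both other subsets and missed the threshold (adjusted p = 0.0953 against CD8 and 0.0539 against CD4). With the spread of each subset estimated alone, an alternative chosen after seeing the data, the counts were 0, 39 and 16 in the same order, with adjusted p for Tnfrsf9 of 0.161 against CD8 and 0.0354 against CD4. Without replicate 1, 2 or 3 the count was 18, 11 or 29 for Treg minus CD8 and 1, 0 or 67 for Treg minus CD4.

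Across all 22206 probe sets the log2 fold changes of Treg and CD4+ Tconv ran weakly opposite (Pearson r -0.205, Spearman rho -0.183), and those of CD8+ T cells were nearly unrelated to Treg (0.0170 and 0.00136) and to CD4+ Tconv (0.0560 and 0.0466). These are correlations across genes, which are not independent replicates. Without replicate 3 the value for Treg and CD4+ Tconv was -0.0526 and that for CD4+ Tconv and CD8+ T cells -0.0309, and without replicate 2 that for Treg and CD8+ T cells was -0.0399.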

Values the study reported

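For CD8+ T cells exposed to the vesicles for 24 h the study reported 77 regulated genes, among them Itgb1, Card6 and Tnfrsf4. In Treg it reported 378 regulated genes, with higher Gzmb, Gzmk, Irf4, Irak3, Pdcd1 and Tigit. It also reported more GzmB protein in Treg. In CD4+ Tconv it reported that 211 of 227 regulated genes were repressed by LME-sEVs, including Il7r, Il17ra and Tox.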

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

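The tests of these genes against T cells of the other subsets were chosen after the result was seen, as was the spread of each subset alone. Between subsets, the effect of LME-sEVs on Tnfrsf9, a costimulatory receptor of activated Treg, differed by 4.62 (log2, SE 0.60, limma, adjusted p = 0.0128) between Treg and CD8+ T cells and by 4.23 (SE 0.60, adjusted p = 0.0221) between Treg and CD4+ Tconv. The unnamed probe set TC0600003140.mm.2 differed by 2.97 (SE 0.39) and 3.42 (SE 0.39) in these comparisons, with an effect of 2.31 in Treg, -0.66 in CD8+ T cells and -1.11 in CD4+ Tconv. H3f3b, a gene of a replacement histone, differed by 2.04 (SE 0.26) between Treg and CD4+ Tconv.

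These differences were weighed against other groupings of the arrays. Of 100 drawn splits, 21 gave as many calls as the 2 for Treg minus CD8 (highest other 7), so chance cannot be excluded there. For CD4 minus CD8 limma found 0 (unadjusted p below 0.05 in 1540 probe sets, 16 calls with the spread of each subset alone), a count that any split reaches, so the 100 of 100 splits with as many (highest other 1) decide nothing. For Treg minus CD4 4 of 100, the real split included, gave as many as the 3 found (highest other 10). That share is under 0.05, but it belongs to 1 of several contrasts tested. The count was also 0 without replicate 2, so chance cannot be excluded here either. Because the contrasts gave too many false calls on simulated data, single genes here may be false.

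Higher Tnfrsf9, Pdcd1 and Gzmb on the Treg LME arrays was weighed against a pair of technical sources. Where a gene lay below background (8.80 in CD4+ Tconv, 8.08 in CD8+ T cells), its gap was taken from there. The lowest Treg LME array was at least 4.08 above the CD4 and CD8 arrays for Tnfrsf9 and 1.61 above the CD8 arrays for Pdcd1. This argues against those T cells as the source of these levels, though the subsets may not have been normalized together. It does not exclude a share of them among the sorted Treg. CD8 T cell markers had a median of 0.38 in Treg and did not pass, but passed as higher without LME array 3 (camera, adjusted p = 0.0369). For Pdcd1 the CD4 bound of 0.886 is under the 1 set, so CD4+ T cells and a response of Treg cannot be told apart. For Gzmb the gap was at least 1.94 to the CD4 arrays, which argues against CD4+ T cells, but 0.02 to the CD8 arrays, so CD8+ T cells like those measured would have to make up nearly all of the sample, which is argued against by Cd8a and Cd8b1, since their highest Treg LME array lay 5.33 and 5.91 below the lowest CD8 array. Low signal on Treg HCME array 3 was argued against for all 3 genes, since without it the log2 fold changes were 3.98 for Tnfrsf9, 2.44 for Pdcd1 and 2.44 for Gzmb. On these arrays a response of Treg to leukemic sEVs remains a hypothesis for Tnfrsf9 and Gzmb, and Pdcd1 stays open, as none of the 3 passed in Treg alone (limma, adjusted p = 0.498, 0.431 and 0.756). For Gzmb the study also reported more protein in Treg, which these arrays do not measure.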

How the results depend on the processing

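Cyclic loess, the receptor covariate and the spread of each subset alone were chosen after seeing the data, and the cause of each shift below was not tested unless the setting itself removes arrays or probe sets. In CD4+ Tconv the receptor covariate moved with the treatment, so counts and directions that changed with it decide nothing. For CD4+ Tconv the count of 225 probe sets was 11 with all 18 arrays in one fit, 30 after quantile normalization (8 higher, 22 lower), 31 with arrays centred above background (18 higher, 13 lower), 36 after cyclic loess (8 higher, 28 lower, 35 of them shared with the 225), 49 with trend and robust, 349 over probe sets above the median of all, 475 with array weights and 0 to 442 leaving out single arrays. It was 0 by limma with the receptor covariate and 0 by the methods' t-test with Benjamini-Hochberg, against 454 by that test without adjustment and 603 by limma at unadjusted p with the fold threshold (4170 without it). In CD8+ T cells the count stayed 0 by limma and by the adjusted t-test in the other settings run, with 149 by the unadjusted t-test and 295 by limma at unadjusted p with the fold threshold. In Treg it was 26 with all 18 arrays in one fit, 257 by the unadjusted t-test and 572 at unadjusted p with the fold threshold, and 0 by limma in the other settings run. The numbers of called lists in CD4+ Tconv, CD8+ T cells and Treg (10, 2 and 7) were 6, 1 and 1 after quantile normalization, 3, 1 and 1 above background, 6, 1 and 4 above the median of all, 4, 1 and 1 after cyclic loess, 1 (oxidative phosphorylation, as higher), 1 and 4 with the receptor covariate, and 0, 0 and 0 with an estimated correlation (unadjusted p below 0.05 in 6, 0 and 2). Leaving out single arrays gave 7 to 10 lists in CD4+ Tconv, 0 to 3 in CD8+ T cells and 1 to 9 in Treg.

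Differences between effects numbered 4 above background, 11 to 29 leaving out a replicate number and 0 by limma with the spread of each subset alone for Treg minus CD8 (2 reported), 1 after quantile normalization over all arrays and 16 with that spread for CD4 minus CD8 (0), and 24, 42 above background, 0 to 67 and 39 in the same settings for Treg minus CD4 (3). Correlations of effects leaving out a replicate number ran from -0.0399 to 0.0409 for Treg and CD8, from -0.0309 to 0.129 for CD4 and CD8 and from -0.251 to -0.0526 for Treg and CD4. Turned directions were 0.10 for Cflar in CD4+ Tconv with the receptor covariate. By the direction of their test the ribosomal proteins of CD4+ Tconv also turned above background (median -0.13), after cyclic loess (0.10) and with the covariate (0.0603), and by their median against probe sets of similar level (0.0533). So did ribosome biogenesis above background (-0.26) and with the covariate (-0.14), and with the covariate cytotoxic genes (-0.0944) and oxidative phosphorylation (0.24). Over named genes and settings, CD4+ Tconv kept direction and side of the threshold in 2144 cases, lost a call in 314 and gained one in 58, CD8+ T cells kept them in 2467, and Treg kept them in 2414 and gained a call in 4. For the lists these were kept in 504 cases in CD4+ Tconv (45 lost a call, 8 turned), 539 in CD8+ T cells (14 lost a call, 4 gained one) and 509 in Treg (44 lost a call, 7 gained one), and 1 median each in CD4+ Tconv and Treg moved.

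Same-numbered HCME and LME arrays did not deviate together (correlations of -0.14, 0.19 and -0.16 for CD4+ Tconv, 0.0611, 0.0147 and 0.0698 for CD8+ T cells, and -0.0638, 0.0360 and 0.0536 for Treg), and not every array correlated best with its own number, so the numbers were not taken to pair them. With the replicate block the CD4+ Tconv count was 2 (2 higher, 0 lower), and the differences numbered 10 for Treg minus CD8 and 5 for Treg minus CD4. The fewest probe sets lay above background in CD4+ Tconv, 4843 against 7269 in Treg and 7940 in CD8+ T cells.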

Other observations

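The tests of the signal range by cyclic loess, of other cells' markers on the CD4+ Tconv arrays and of the Treg list medians without HCME array 3 were chosen after the result was seen, and so were the genes named in the next 2 sentences. With one spread estimate over all 18 arrays, Treg calls included Ifngr1, a chain of the interferon gamma receptor, at a log2 fold change of 2.41 (limma, adjusted p = 0.0267), Stat5b, a transcription factor downstream of IL2, at 1.30 (adjusted p = 0.0321), Gpx4, an enzyme that detoxifies lipid peroxides, at 1.66 (adjusted p = 0.0341), and Chchd2, a mitochondrial protein, at 1.52 (adjusted p = 0.0174). Lower calls included Inf2 at -1.13 (adjusted p = 0.0267) and Klk1 at -1.26 (adjusted p = 0.0355), and none of these genes passed in Treg alone.

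Transcripts of other cells stood high on single arrays. Cxcl13, a chemokine of stromal cells in follicles, was at 11.34 on Treg LME array 2 against 6.29 to 7.14 on the other Treg arrays, at 9.56 on CD8 LME array 2 against 6.55 to 7.13, and at 9.33 on CD4 LME array 2 against 6.6 to 7.66. Jchain, of plasma cells, was at 11.11 on Treg LME array 2 (5.38 to 6.08 on the others) and at 9.65 on CD4 LME array 2 (5.82 to 7.98). On Treg LME array 2 Dcn, of fibroblasts, was at 9.35 (5.05 to 6.17) and Ebf1, of B cells, at 9.99 (7.37 to 7.91). The neutrophil genes Lcn2 and S100a8 were at 10.22 (5.70 to 6.21) and 10.88 (4.88 to 8.19) on Treg HCME array 1. In each subset the high Cxcl13 value was on LME array 2. The labels do not say whether these arrays share animals or vesicles, and the source of these transcripts was not tested. List calls that changed without LME array 2 are given above.

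The fall of abundant transcripts in CD4+ Tconv went with a narrower signal range on the LME arrays. After cyclic loess, which removes a trend of the difference with level, the probe sets called lower had a median of -1.09 against -1.26 before (median absolute deviation 0.304), so a narrower range and a response to LME-sEVs cannot be told apart, since the values lie within that spread of the bound set and loess on deposited values may not remove the trend in full. RNA of other cells as the whole source was argued against, because markers of other cell types above background had a median of -0.06 (-0.0583, median absolute deviation 0.549). The highest of them was Sdc1 at 0.76. Some are also made by T cells, such as Pecam1 (-1.47), and markers high on single arrays only were left out by the background filter. A smaller share of other RNA is therefore not excluded. The 10 splits of 6 arrays are too few for a share under 0.05: 1 gave as many as the 225 called probe sets (highest other 0 by limma), and 1 as many as the 10 called lists (highest other 8).

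The rise of the interferon response list in Treg was tested against low signal on Treg HCME array 3 and against a trend with level. Without that array its median was 0.37 (camera, adjusted p = 8.27e-06) and after cyclic loess 0.40 (adjusted p = 8.52e-08), which argues against each as the whole source. Of the other 6 called lists 0 stayed called without the array (camera, preset correlation), and with one array fewer 4 medians fell by a factor of at least 2 or turned (costimulatory molecules 0.52 to 0.15, ribosomal proteins 0.16 to 0.06, actin and adhesion 0.18 to 0.085, Treg signature 0.15 to -0.15), while oxidative phosphorylation went from 0.16 to 0.10 and activation markers from 0.20 to 0.34, so low signal on that array and a response of Treg cannot be told apart for these lists. A response of Treg to LME-sEVs may underlie the interferon list as a hypothesis, with the estimated correlation (adjusted p = 0.555) leaving it open. The 10 splits are too few for a share under 0.05: 5 gave as many as the 7 called lists (highest other 10) and 10 as many as the 0 called probe sets, which any split reaches (highest other 0 by limma, unadjusted p below 0.05 in 1359).

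In CD8+ T cells, with 10 splits as in Treg and so too few, 8 gave as many as the 2 called lists (highest other 3) and 10 as many as the 0 called probe sets, which any split reaches (highest other 2 by limma, unadjusted p below 0.05 in 936). The methods' t-test used below is not a test that the paper names for these arrays. With limma at the study's thresholds the count of genes in CD8+ T cells here was 0, with 936 probe sets at an unadjusted p below 0.05 and 0 by the methods' t-test after adjustment. That is lower than the value quoted from the study above. In Treg the count here was 0 by limma, with 1359 at an unadjusted p below 0.05 and 0 by the methods' t-test after adjustment. That is lower than the value quoted from the study above. In CD4+ Tconv the count here was 225 probe sets by limma, 209 of them lower, and 0 by the methods' t-test after adjustment. The counts by limma are close to the values quoted from the study above.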
